A study of Homo sapiens with 2 samples. Its data were reported in "Transcriptional and epigenetic characterization of a new in vitro platform to model the formation of human pharyngeal endoderm" (2024).

How the data were processed

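Single-cell RNA-Seq was performed on 2 libraries of H9 cells, an established human embryonic stem cell (hESC) line. One library held definitive endoderm (DE) cells collected on day 2 of differentiation, and the other held pharyngeal endoderm (PE) cells collected on day 5 after exposure to retinoic acid (RA). Per the labels, DE was induced by successive incubation in a pair of commercial media, then patterned with A-83-01 at 1 µM, an inhibitor of TGFβ, activin and Nodal receptors, and DM3189 at 250 nM, an inhibitor of BMP receptors, with RA at 200 nM added in the last step up to day 5. Per the labels, each 10x Genomics Chromium lane received 5000 cells of 1 stage, and 2500 cells were the target; the methods of the study give a higher number of loaded cells. Each group was taken from the cell type label of its sample. Each group had 1 library, so the stage, the culture and the library cannot be told apart. The other stages and the second batch of the study were not analysed here.

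The deposited matrices held raw counts of unique molecular identifiers (UMIs) per gene and barcode, which the authors had made with Cell Ranger. The file header named Cell Ranger 6.0.0, whereas the methods of the study named an older version and the hg19 genome, so the build behind the counts is not settled. Both matrices listed the same 36601 genes by Ensembl identifier, of which 99.4% were found in GENCODE release 44 (hg38). All coordinates given here come from that annotation through the gene identifier and not from the deposited counts. In total 10 symbols stood on more than 1 gene, and none of these is named. The barcodes had been called as cells by Cell Ranger, and no barcode was shared by the libraries.

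Cells were filtered with the thresholds of the study for this batch: at least 20000 UMIs in DE or 15000 UMIs in PE, between 2500 and 9000 detected genes and at most 10% mitochondrial UMIs. Genes were kept when seen in at least 10 of the kept cells, which left 18361 genes. Doublets were treated as in the study, through the maximum of 9000 genes; Scrublet (scanpy 1.11.5) was run as an alternative and called 15 DE and 5 PE cells.

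UMIs were summed over the kept cells of each library and expressed as CPM, the usual scaling of a count to the total of its library. The log2 ratio of PE over DE was taken from these sums. A library with 0 UMIs of a gene was set at a floor of 3 UMIs over the library, which is 0.0526 CPM in DE and 0.0678 CPM in PE, and its ratio is then a bound. Each sum was given an exact Poisson interval and each ratio an exact conditional binomial interval, at 95% confidence. Shares of cells were given exact (Clopper-Pearson) intervals at 95%, and beside a share of 0 the limit of 3 cells of the library is given in place of the interval. All these intervals and floors cover counting error only, and not the variation between cultures, which 1 library per group cannot show. For the same reason no test was run, no p-value or standard error was computed and no genes were counted as changed.

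A total of 6 gene lists was fixed before the data were examined: 14 DE markers, 8 PE markers, 8 pluripotency markers, 6 anterior HOX genes, 14 RA pathway genes and 10 Nodal and BMP response genes. Members with under 10 UMIs in both libraries together were taken as not detected. Some members of the lists are not reported here. The median log2 ratio of a list was set against 10000 random lists of the same size, each member being drawn from the 200 genes nearest in mean expression, and its interval came from 2000 Poisson redraws of the sums. Other genes were named by a fixed rule: among genes of at least 50 CPM in the higher library, leaving out mitochondrial and ribosomal protein genes, the 10 with the highest and the 10 with the lowest log2 ratio. A cluster was described by the 5 genes with the highest fold over the other cells of its library.

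To compare shares of cells between depths, each cell was thinned without replacement to 15000 UMIs. Every kept cell had at least that many, so no cell was left out in either library. Each share was set beside that in the other stage, which was run in a separate lane, and beside 8 genes of unrelated tissues, among them HBB, INS and ACTA1. Zeros of PE markers were set against a Poisson expectation given the UMIs of each cell, and against the 200 genes nearest in mean. Cell cycle phases were scored in scanpy with the S and G2M lists of Seurat. Clustering followed the steps of the study up to the principal components, but on each library alone (and on both together) with a plain neighbour graph, where the study corrected for its batches with BBKNN over all its stages: scaling to 100000 per cell, log transformation, highly variable genes (mean 0.0125 to 5, dispersion of at least 0.5, no ribosomal protein genes), regression of total UMIs and mitochondrial share, clipping at 10, 50 principal components, a graph of 15 neighbours and Leiden clustering at resolution 0.4 (leidenalg 0.10.2). Cells of 11 candidate lineages were looked for with marker lists fixed in the same way.

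The scripts were tested on simulated data. For the ratio of PE over DE, 200 of 11792 genes were changed by known amounts, and the interval held the true value for 96.5% of the changed genes. Of 200 lists of unchanged genes, 5% fell outside the central 95% of random lists. After thinning, deviations from the true share had an SD of 1.00 binomial SDs in DE and 0.997 in PE. Libraries of identical cells, with the real depths and the mean profile of each library, were also simulated to see what counting noise alone gives for clusters, phases and cell-to-library correlations. Alternatives covered the cell filters, the depth of thinning, the scaling between libraries (edgeR 4.0.16 TMM factors, totals without mitochondrial and ribosomal protein genes, totals without the 50 most abundant genes), the pseudocount, the gene filter, the cell cycle lists and the clustering settings. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and R 4.3.3.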

Results

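Pharyngeal endoderm is the foregut epithelium that gives rise to the pharyngeal pouches. The study derived such cells from H9 hESCs by way of definitive endoderm, the first endodermal stage of the protocol, and asked with single cells whether the resulting PE cells are homogeneous. Here homogeneity, and the difference from the DE stage, were examined with 1 DE (day 2) and 1 PE (day 5, with RA) single-cell library. The DE library held 2566 barcodes and 75919848 UMIs, and the PE library 2525 barcodes and 65505326 UMIs. Neither stage had a replicate library, so none of the differences below has a replicate check, and every interval covers counting error only.

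Quality filters kept 1320 DE cells (51.4% of barcodes, 95% exact interval 49.5 to 53.4) and 1284 PE cells (50.9%, 48.9 to 52.8). The number of cells depended most on the mitochondrial limit: at 5% in place of 10%, only 11 DE and 12 PE cells were left. The kept cells carried 56999732 UMIs in DE and 44226745 UMIs in PE. The median cell had 41118.5 UMIs and 6190.5 genes in DE, against 32440.5 UMIs and 5928 genes in PE. Mitochondrial genes contributed a median of 8.18% of the UMIs per cell in DE and 8.67% in PE. The 50 most abundant genes took 26.9% of the UMIs in DE and 26.5% in PE.

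The libraries were first compared across the whole transcriptome. Over 18361 genes, the Pearson correlation of log2(CPM + 1) between DE and PE was 0.918 and the Spearman correlation 0.895. Of 1 library, randomly split sets of cells of equal number correlated at 0.998 in DE and in PE. These correlations run across genes, which are not independent replicates. Among the alternatives, the cells of at most 5% mitochondrial UMIs moved the correlation most, to 0.754, and it was 0.766 over genes of at least 10 CPM in either library. The median log2 ratio of PE over DE was 0.24 over the 17582 genes with at least 10 UMIs in a library, with the lower 5% of them below −2.63 and the upper 5% above 2.89. Under TMM factors this median was −0.01, a shift by −0.25 that applies to every log2 ratio below. Small ratios are therefore best read against that median.

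Markers of the starting stage were then examined. All 14 DE markers were lower in PE, with a median log2 ratio of −9.41 (−10.35 to −9.12), below every one of 10000 random lists of matched expression (lowest −0.66). The largest move of this median came with the cells of at most 5% mitochondrial UMIs, where it was −5.82. SOX17 (ENSG00000164736, chromosome 8, 54457935 to 54460892, hg38) fell from 990 CPM in DE (982 to 998) to 1.85 CPM in PE (1.47 to 2.30), a log2 ratio of −9.06 (−9.39 to −8.75). CER1 (chromosome 9, 14719724 to 14722733) had 134924 UMIs in DE and 12 in PE, a log2 ratio of −13.09 (−14.04 to −12.29). FGF17 had a log2 ratio of −13.90 (−15.11 to −12.92). LEFTY2 and LEFTY1, which share most of their sequence so that their counts could be split between them, had log2 ratios of −13.79 and −13.53. The smallest changes of the list were those of CXCR4, with a log2 ratio of −4.33 (−4.45 to −4.23), and GATA6, with −5.71 (−5.88 to −5.55). GATA4 had 3 UMIs in PE against 2142 in DE, a log2 ratio of −9.11 (−11.39 to −7.56).

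Of the 8 PE markers, 7 were higher in PE and FOXA2 was lower. The median log2 ratio of the list was 7.38 (6.87 to 7.95), above every one of its 10000 random lists (highest 1.57). TBX1 (ENSG00000184058, chromosome 22, 19756703 to 19783593) rose from 0.105 CPM (0.0386 to 0.229) to 46.2 CPM (44.2 to 48.3), a log2 ratio of 8.78 (7.65 to 10.23). NKX2-5 (chromosome 5, 173232109 to 173235311) reached 58.1 CPM, with a log2 ratio of 8.11 (7.30 to 9.06), and GATA3 (chromosome 10, 8045378 to 8075198) reached 262 CPM, with a log2 ratio of 8.34 (7.93 to 8.79). PAX9 had a log2 ratio of 7.01 (5.88 to 8.46) at 13.6 CPM in PE. PAX1 had 498 UMIs in PE and 0 in DE, so that it was at least 214-fold higher. SOX2 had a log2 ratio of 4.76 (4.55 to 4.98) and RIPPLY3 of 3.54 (3.20 to 3.91). FOXA2 (chromosome 20, 22580998 to 22585455) stood at 101 CPM in DE and 79.0 CPM in PE, a log2 ratio of −0.36 (−0.42 to −0.30).

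Pluripotency markers were lower in PE by a median log2 ratio of −3.46 (−3.70 to −3.16), below every matched random list (lowest −2.09). Within this list the genes moved unequally. TDGF1 had a log2 ratio of −8.31 (−8.58 to −8.05) and POU5F1 of −5.88 (−6.13 to −5.64), whereas DPPA4 and ZFP42 had −0.91 and −1.03 and LIN28A was higher in PE, at 0.44 (0.41 to 0.47). POU5F1 and NANOG have processed pseudogenes that could share reads with them. PRDM14 had 96 UMIs in DE and 0 in PE, so that it was at least 24.8-fold lower. In DE itself, POU5F1 stood at 185 CPM and NANOG at 8.18 CPM.

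**Figure D1:**
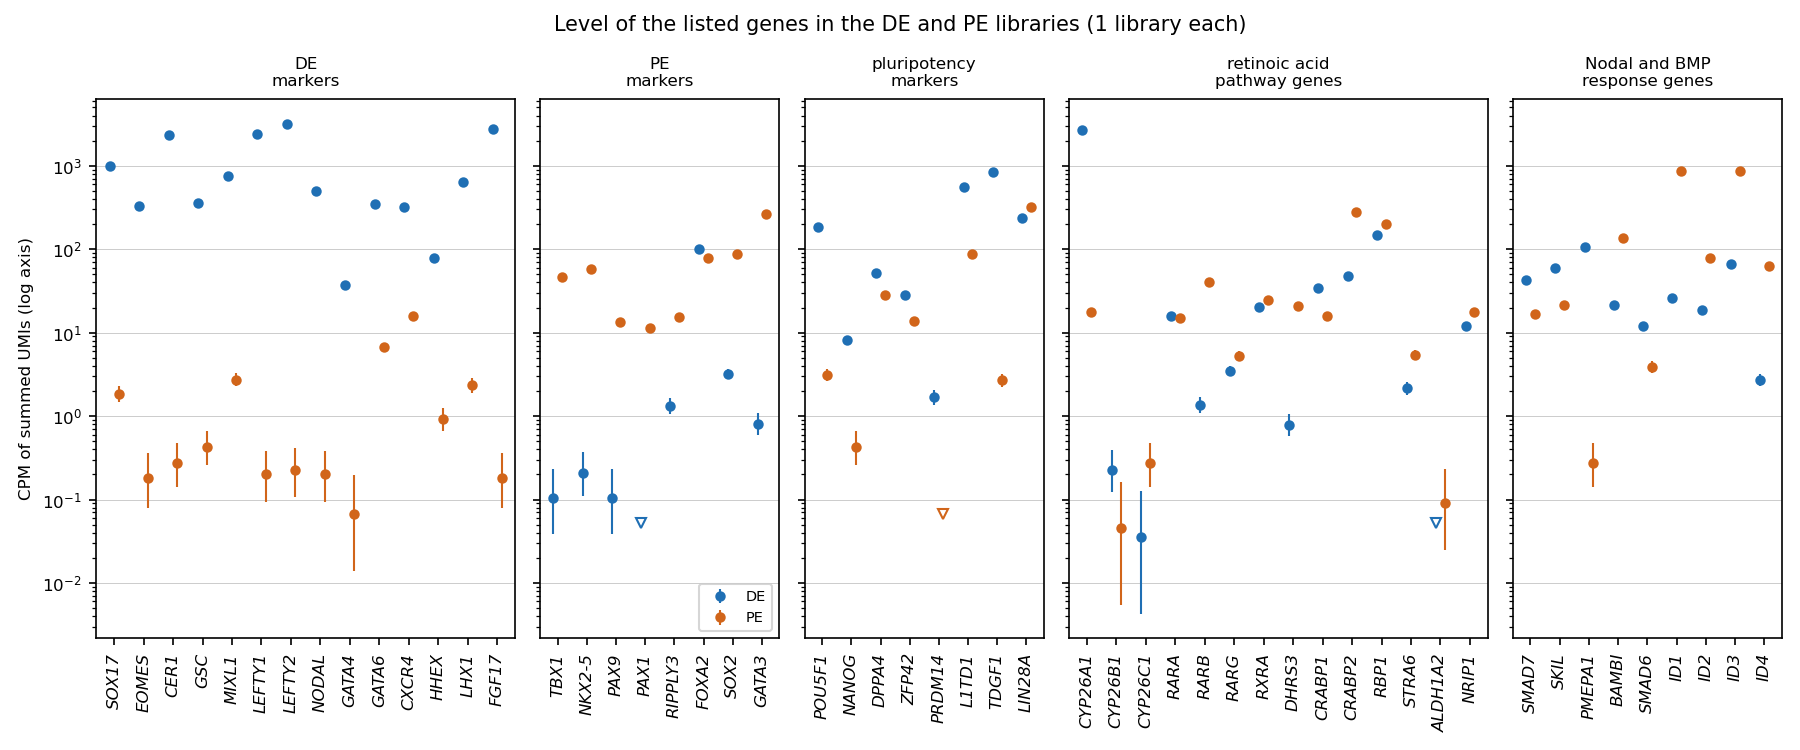
CPM of the summed UMIs (log axis) of DE markers, PE markers, pluripotency markers, RA pathway genes and Nodal and BMP response genes in the DE library (blue) and the PE library (orange), with 95% exact Poisson intervals for counting error. Open triangles mark a library with 0 UMIs, drawn at the floor of 3 UMIs; all 14 DE markers lie lower in PE, and 7 of 8 PE markers lie higher.

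Genes tied to RA were compared next, namely the HOX genes and components of the RA pathway. No day 5 library without RA was analysed here. Changes of these genes can therefore not be ascribed to RA rather than to the days of culture or the inhibitors. Of the 6 anterior HOX genes, 4 passed the minimum of 10 UMIs. They were higher in PE, with a median log2 ratio of 6.08 (5.62 to 6.92) that lay above every matched random list (highest 4.26). Members with 0 UMIs in DE enter this median at their bounds. HOXB1, with 106 UMIs in PE and 0 in DE, was at least 45.5-fold higher. HOXB2 had a log2 ratio of 6.65 (5.60 to 7.97). The remaining 33 HOX genes summed to 20 UMIs in DE and 14 in PE, and none of them passed the minimum.

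The RA pathway list lay within the central 95% of its random lists. Its median log2 ratio of 0.56 (0.41 to 0.66) lay at percentile 93.21 of its random lists, and under TMM factors the median was 0.32. The members moved in both directions. RARB (ENSG00000077092, chromosome 3, 24687887 to 25597932) had a log2 ratio of 4.90 (4.57 to 5.25), DHRS3 of 4.72 (4.29 to 5.19) and CRABP2 of 2.55 (2.49 to 2.61). CYP26A1 (ENSG00000095596, chromosome 10, 93073475 to 93077885), which encodes an enzyme that degrades RA, fell from 2656 CPM in DE to 17.5 CPM in PE, a log2 ratio of −7.25 (−7.35 to −7.15). The interval of RARA included 0 (−0.25 to 0.04). ALDH1A2 was not detected. CYP26B1 had 13 UMIs in DE and 2 in PE, a log2 ratio of −2.33 (−5.52 to −0.19).

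The inhibitors present during patterning target Nodal and BMP signals, and genes that respond to these signals were compared for that reason. The list as a whole lay at percentile 79.22 of its random lists, with a median log2 ratio of 0.36 (0.29 to 0.44), and 5 members were higher and 5 lower in PE. PMEPA1 had a log2 ratio of −8.60 (−9.55 to −7.79), SMAD6 of −1.63, SKIL of −1.47 and SMAD7 of −1.36. In the other direction, ID1 (chromosome 20, 31605283 to 31606515) rose from 25.9 to 865 CPM, a log2 ratio of 5.06 (4.98 to 5.14). ID4 had a log2 ratio of 4.53, ID3 of 3.69, BAMBI of 2.68 and ID2 of 2.09. The 5 higher members stayed higher under each scaling tried.

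Among all genes, members of the lists included, those with the lowest and the highest ratios were named by rule. The lowest was PLSCR2, with 23852 UMIs in DE and 1 in PE, a log2 ratio of −14.18 (−19.48 to −11.70). It was followed by FGF17, LEFTY2, LEFTY1, CER1, CD48, AL117348.1, LINC00458, LINC01467 and NODAL, the last at −11.24. The annotated span of AL117348.1, on chromosome 1 from 225936411 to 225937557, overlaps that of LEFTY2 from 225936598 to 225941383, so its counts are uncertain. At the other end were KRT7, with 12125 UMIs in PE and 1 in DE, a log2 ratio of 13.93 (11.45 to 19.24), and CGA, with 22657 UMIs in PE and 0 in DE. CGA was at least 9734-fold higher, a bound that places it after KRT7 only through the floor of 3 UMIs, ZBTB16 at least 1558-fold and APELA at least 1337-fold. They were followed by EFEMP1, MEIS1, GATA3, SOX3, NKX2-5 and MEIS2, the last at 7.74 (7.11 to 8.45).

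Detection in single cells was compared after thinning every cell to 15000 UMIs. In DE, the 14 DE markers were seen in a median of 97.5% of the cells, with the lowest share, 40.7%, for GATA4. In PE, the 8 PE markers were seen in a median of 41.7% of the cells, and in a median of 0.795% of DE cells. Among the alternatives, the 12 PE cells of at most 5% mitochondrial UMIs, thinned to 5000 UMIs, moved the median in PE most, to 12.5%. In the 1284 PE cells it was 59.0% without thinning and 19.7% at 5000 UMIs. The stages were run in separate lanes, so the share in DE does not measure free RNA that PE cells released in their own lane. GATA3 was seen in 89.0% of PE cells (87.2 to 90.7) and in 1.36% of DE cells. FOXA2 was seen in 61.8% of PE and 66.6% of DE cells. TBX1 was seen in 40.0% of PE cells (37.3 to 42.8) and 0.152% of DE cells, NKX2-5 in 43.5% and 0.227%, and SOX2 in 49.7% and 3.11%. PAX9 was seen in 17.8% of PE and 0.152% of DE cells, RIPPLY3 in 17.3% and 2.12%, and PAX1 in 12.6% of PE cells. PAX1 was seen in 0 of 1320 DE cells, which allows a share of up to 0.227%. Of the genes of unrelated tissues, 7 were seen in at most 0.389% of the cells of either library. The exception was ACTA1, seen in 14.9% of PE cells (13.0 to 16.9) and 0.455% of DE cells, with 1224 UMIs in PE. Without thinning, these 1224 UMIs lay in 285 of the 1284 PE cells (22.2%). By counting noise alone, even the 688 UMIs of RIPPLY3 would have left only 59.3% of PE cells without one. Free RNA that follows counting noise would spread the UMIs of ACTA1 over more cells, which argues against it as their only source. Free RNA was not measured directly.

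After thinning, the 14 DE markers were seen in a median of 0.506% of PE cells, with the highest share, 18.2%, for CXCR4. SOX17 was among the DE markers that the study followed for loss in PE. It was seen in 25 PE cells, or 1.95% (1.26 to 2.86), against 99.8% of DE cells, and without thinning in 4.21% of PE cells (3.17 to 5.45). At least 3 of the 8 PE markers were seen together in 74.8% of PE cells (72.3 to 77.1) and 0.379% of DE cells (0.123 to 0.882). Without thinning these shares were 93.4% and 1.14%.

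**Figure D2:**
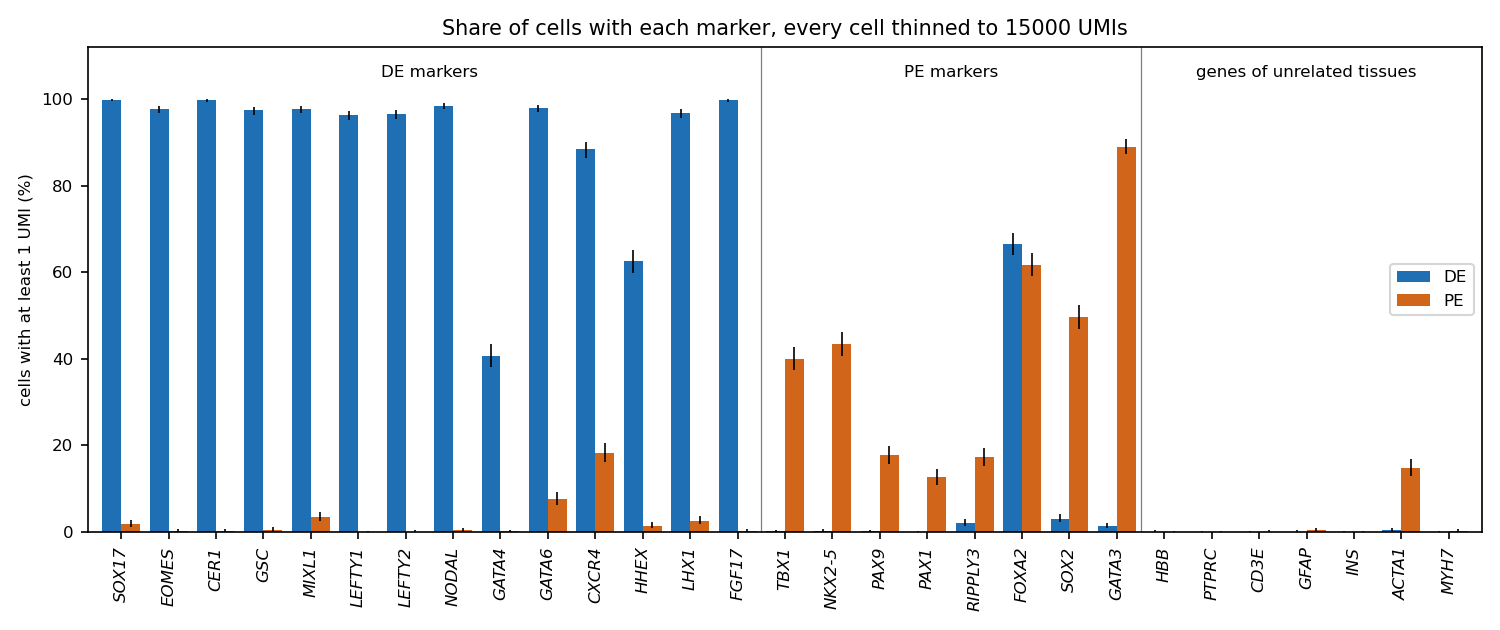
Share of cells with at least 1 UMI (%) of each DE marker and PE marker and of 7 genes of unrelated tissues, in 1320 DE cells (blue bars) and 1284 PE cells (orange bars), every cell thinned to 15000 UMIs. Black lines are 95% exact binomial intervals for counting error; of these 7 genes, ACTA1 alone is above 0.5% in a library.

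The study related the PE cells without a marker to limited capture, so the zeros were set against counting noise. It also stained FOXA2, NKX2-5, GATA3 and SOX2 and used a TBX1 reporter line, and reported homogeneous expression in all cells. Zeros of RNA do not measure protein, so the values below do not test that evidence. If every PE cell devoted the same fraction of its UMIs to TBX1, 22.7% of the cells would have had no UMI, whereas 41.9% had none, an excess of 19.2 percentage points (16.5 to 22.0). The excess was 25.6 points for SOX2, 24.2 for NKX2-5, 11.8 for RIPPLY3, 11.3 for PAX1, 8.08 for FOXA2, 4.82 for PAX9 and 3.56 for GATA3. The median over the 8 markers was 11.6 points, and genes of the same mean had a median excess of 1.16 points. For 7 of the 8 markers the excess lay above that of 95% of the 200 matched genes, the exception being FOXA2 at percentile 94.5. In simulated cells with no excess, the largest deviation over 200 genes was 2.10 points. With a negative binomial expectation the median excess was 10.7 points.

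Cell cycle phases were scored because the study ascribed PE sub-clusters to the cell cycle. Cells scored in S or G2M made up 33.8% of DE (31.2 to 36.4) and 82.1% of PE (79.9 to 84.1). Scoring each library alone gave 37.7% and 78.7%. Identical cells simulated from the mean profile of each library were scored in S or G2M in 51.7% and 100% of cases, so these shares depend on the mean level of the scored genes and cannot be read as shares of cycling cells. The S genes had a median log2 ratio of 1.43 and the G2M genes of 0.87.

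Homogeneity was assessed by clustering each library alone. At resolution 0.4, DE cells fell into 3 clusters of 722, 466 and 132 cells and PE cells into 4 clusters of 502, 469, 180 and 133 cells. Identical cells simulated from each mean profile gave 1 cluster. The number of clusters followed the resolution: 2 in DE and 2 in PE at 0.2, and 4 in each at 0.5. The DE clusters of 466 and 132 cells were led by cell cycle genes (CENPA and PLK1, and UHRF1 and E2F1), as were the PE clusters of 502 and 180 cells (HIST1H4C and DUT, and CENPE and PIF1). The DE cluster of 722 cells was led by LINC02247 and HERPUD1 and the PE cluster of 469 cells by PNRC1 and FABP7, with folds of at most 2.02. The PE cluster of 133 cells was led by SPP1, with a fold of 28.1, followed by FBXO2, MAP1A, DUSP13 and NRN1L. Clustered without the genes of the S and G2M lists, DE cells fell into 4 clusters and PE cells into 3. Other cell cycle genes could remain, and only numbers of clusters were compared, so this does not part the division from the cell cycle. No cluster was given a cell type name. When PE cells were clustered without the 8 PE markers, an alternative chosen after seeing the data, 3 clusters of 468, 461 and 355 cells were found. They differed in phase: 84.4% of the 468 cells were scored in S, 67.9% of the 461 cells in G2M and 51.5% of the 355 cells in G1. The first was led by HIST1H4C and DUT and the second by PLK1 and CDC20. Median UMIs were 33591, 33151 and 29287 in the same order. Differences of markers between these clusters are therefore not parted from phase or depth. In the cluster of 355 cells, led by SPP1, TBX1 stood at 29.1 CPM (26.2 to 32.3), against 60.1 and 45.5 CPM in the other clusters, and GATA3 at 350 CPM (340 to 361), against 224 and 233 CPM. NKX2-5 stood at 70.1 CPM (66.0 to 74.4) in the cluster of 468 cells, against 48.9 CPM (45.5 to 52.4) in that of 461 cells and 55.0 CPM in that of 355 cells. FOXA2 stood at 88.8 CPM (83.5 to 94.2) in the cluster of 355 cells, against 75.9 and 74.7 CPM, and RIPPLY3 at 13.1 CPM (11.1 to 15.3), against 17.9 CPM (15.8 to 20.1) in the cluster of 468 cells. The intervals of PAX9, PAX1 and SOX2 overlapped between all 3 clusters. All these intervals cover counting error of the summed UMIs, and not the spread between cells.

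The median correlation of a cell with the mean profile of its library, over 3299 genes of at least 50 CPM, was 0.851 in DE and 0.841 in PE. Simulated identical cells gave 0.865 and 0.856. Without thinning, the medians were 0.889 and 0.875. In a principal component analysis of both libraries together, component 1 held 12.8% of the variance and component 2 held 1.89%. On component 1, 43 of 1320 DE cells lay below 0 and 6 of 1284 PE cells lay above 0. Clustered together, the cells fell into 4 clusters, of which 2 were mostly of DE cells and 2 of PE cells, the latter with 0.401% and 5.31% DE cells.

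**Figure D3:**
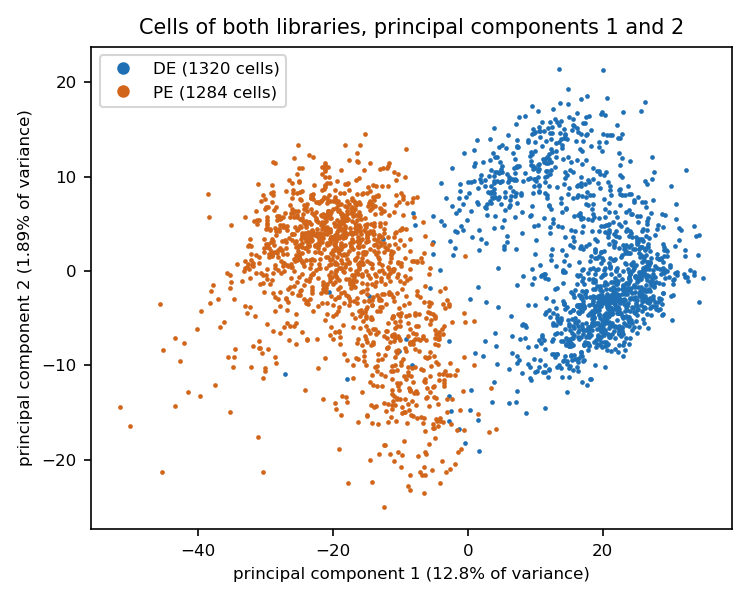
Principal components 1 and 2 (unitless scores, with the percentage of variance of each) of the DE cells (blue points) and the PE cells (orange points). The stages part along component 1, where 43 DE cells lie below 0 and 6 PE cells above 0.

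Cells of other lineages were looked for with fixed lists, counting cells with at least 3 markers of a class after thinning. The DE class was met by 99.8% of DE cells (99.5 to 100) and 0 of 1284 PE cells, which allows a share of up to 0.234%. The PE class was met by 47.8% of PE cells (45.1 to 50.6) and 0 of 1320 DE cells, which allows up to 0.227%. The pluripotent class was met by 96.6% of DE and 30.1% of PE cells. Its markers overlap the pluripotency list above, in which LIN28A was higher in PE. The mesoderm, neuroectoderm and endothelium classes were met by no cell, and the primordial germ cell class by 1 PE cell. The surface ectoderm, neural crest and hepatic endoderm classes had 2 markers of at least 10 UMIs and the posterior endoderm class had 1, so that 3 markers could hardly be met and their count of 0 shows nothing. As the rule found 47.8% of PE cells for their own class, a count of 0 is not read as a bound on the share of these other lineages. Single markers of these classes were present. SIX3 was seen in 24.5% of DE and 5.53% of PE cells, APOA1 in 10.3% and 50.2%, EGFL7 in 57.0% and 28.3%, and PRDM1 in 56.7% and 59.3%.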

Values the study reported

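The study reported 2566 DE (d2) and 2525 PE (d5 +RA) cells in its first batch before quality control. After quality control it retained 1320 DE cells and 1284 PE cells of that batch. Its thresholds were 20,000 counts for DE and 15,000 counts for PE, with at most 9000 genes, at least 2500 genes and at most 10% mitochondrial counts per cell.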

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

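The tests of damaged cells and of whole cells sequenced less deeply were chosen only after the result was seen.

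Signals were found in barcodes that the filters left out of the comparisons of the report. In DE 314 and in PE 542 barcodes met the limits on UMIs and genes but had between 10% and 15% mitochondrial UMIs. Their median depth was 34864 UMIs in DE and 27602 UMIs in PE. Damage to the cells may raise the mitochondrial share, and barcodes of over 30% mitochondrial UMIs had a lower share of ribosomal protein genes among the other UMIs, by a log2 ratio to the kept cells of −0.98 in DE and −1.44 in PE. In the left-out deep barcodes that log2 ratio was 0.02 in DE (0.0204) and 0.04 in PE (0.0384). Their shifts across genes, which are not independent replicates, correlated with those of the barcodes over 30% at 0.169 in DE and 0.137 in PE. This argues against damage of that kind, whereas milder damage stays open. No biological explanation was tested.

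At the other end, 104 DE and 168 PE barcodes had under 2% mitochondrial UMIs and were left out for their low depth, with a median of 1652 UMIs in DE and 1675 UMIs in PE. Fragments of cells or RNA leaked from the cytosol could give such barcodes, and would carry fewer mRNAs translated at the endoplasmic reticulum. The median log2 ratio of 8 such mRNAs to the kept cells was −2.53 in DE (−2.75 to −2.30) and −0.88 in PE (−1.01 to −0.71), which that source would give. Other sources poor in such mRNAs were not examined, so the values do not single it out. The same values argue against whole cells sequenced less deeply, in which these mRNAs would be at the level of the kept cells. The mitochondrial share itself was fixed by how the barcodes were picked and decides nothing. No biological explanation was tested.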

How the results depend on the processing

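The alternatives of at most 15% mitochondrial UMIs, of each library scored alone and of clustering without the 8 PE markers were chosen after seeing the data. No paired analysis was possible because each group had 1 library.

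No list median changed direction under any alternative run. Of 65 recomputed list medians, 53 stayed within the counting interval of the reported value and 12 left it. Of 672 recomputed log2 ratios of 70 named genes, 544 stayed within and 128 left it. Signs of ratios changed for SOX2, RARA and NRIP1 of 52 genes in cells of at most 5% mitochondrial UMIs, and for RXRA of 60 genes in cells below the count minimum of the study, and for 0 of 70 genes under each of the other alternatives run for these genes, which did not include the limit of 15%. Of 960 recomputed marker shares, 165 stayed within and 795 left it. The anterior HOX list had no detected member in cells of at most 5% mitochondrial UMIs, and clustering of those 11 DE and 12 PE cells was not run, as they are fewer than the 50 principal components. Except where the construction shows it, the cause was not tested.

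Without a cell filter, 2566 DE and 2525 PE barcodes were used. The correlation between libraries was 0.922, and clusters numbered 5 in DE and 9 in both libraries together. Barcodes under 5000 UMIs cannot be thinned to that depth, which left 2232 DE and 2228 PE barcodes for the shares, phases and cell-to-library correlations. In these, the median share was 19.6% for PE markers in PE and 82.3% for DE markers in DE, SOX17 was seen in 0.718% of PE cells, at least 3 PE markers in 23.1%, S or G2M phase in 79.8% of PE cells, and the cell-to-library correlation was 0.802 in DE and 0.792 in PE.

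With at least 20000 UMIs in both libraries, 1230 PE cells passed. Thinned to 5000 UMIs, the median shares were 20.2% and 87.0%, SOX17 was seen in 0.976% and at least 3 PE markers in 24.1% of PE cells, and the cell-to-library correlations were 0.808 and 0.795. With at least 10000 UMIs, 1392 DE and 1336 PE cells passed, and the correlation between libraries was 0.918 (0.9181 against 0.9178). Thinned to 5000 UMIs, the median shares were 20.3% and 85.9%, SOX17 was seen in 0.674% and at least 3 PE markers in 25.5%, and the cell-to-library correlations were 0.807 and 0.794.

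In the 99 DE and 84 PE cells below the count minimum, the list medians were −7.23 for DE markers, 3.47 for PE markers, −1.86 for pluripotency markers, 3.08 for anterior HOX genes, 0.21 for RA pathway genes and 0.64 for Nodal and BMP response genes. The correlation between libraries was 0.765, the median excess of zeros 7.03 points, and clusters numbered 1 in DE, 1 in PE and 2 together. Thinned to 5000 UMIs, the median shares were 13.1% and 80.8%, SOX17 was seen in 0 of 84 PE cells, at least 3 PE markers in 14.3%, S or G2M phase in 38.4% of DE and 89.3% of PE cells, and the cell-to-library correlations were 0.794 and 0.778. With few UMIs, a library at 0 is set at a floor that is higher in CPM, which brings ratios nearer to 0.

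At most 5% mitochondrial UMIs left 11 DE and 12 PE cells. The list medians were −5.82 for DE markers, 1.17 for PE markers (4 of 8 detected), 0.22 for RA pathway genes and 1.82 for Nodal and BMP response genes. The correlation between libraries was 0.754 and the median excess of zeros 18.5 points. Thinned to 5000 UMIs, the median shares were 12.5% and 77.3%, SOX17 was seen in 16.7% of PE cells (2.09 to 48.4), at least 3 PE markers in 8.33%, S or G2M phase in 91.7% of PE cells, and the cell-to-library correlations were 0.812 and 0.791.

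Without the doublets called by Scrublet and thinned to 5000 UMIs, the median shares were 19.9% and 86.6%, SOX17 was seen in 0.704% and at least 3 PE markers in 23.1% of PE cells, S or G2M phase in 79.4% of PE cells, and the cell-to-library correlations were 0.808 and 0.794.

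Thinning to 5000 UMIs in the cells of the report gave median shares of 19.7% and 87.0%, SOX17 in 0.857% and at least 3 PE markers in 25.1% of PE cells, and cell-to-library correlations of 0.808 and 0.794. No thinning gave 59.0%, 99.4%, 4.21%, 93.4%, 0.889 and 0.875 in the same order. Fewer UMIs per cell lower each of these by construction, so all settings at 5000 UMIs are best read against the former values.

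TMM factors gave medians of 0.32 for RA pathway genes and 0.11 for Nodal and BMP response genes. The correlation between libraries was 0.924 with a pseudocount of 10, 0.894 with 0.1, 0.766 over genes of at least 10 CPM and 0.954 with no filter on genes. Over genes of at least 200 CPM, the cell-to-library correlations were 0.891 and 0.902. Scoring each library alone gave 37.7% of DE and 78.7% of PE cells in S or G2M phase. At resolution 0.2, PE cells fell into 2 clusters.

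Depth limits the shares: at 15000 UMIs per cell a marker of low level is missed in many cells that have it, and without replicate libraries no alternative shows how far cultures differ.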

Other observations

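The tests of free RNA, depth and X share in the main cells for XIST, of DE cells left in the PE library, and of a subpopulation for ID1 and ID3 were chosen only after the result was seen.

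XIST, the RNA that coats an inactive X chromosome, was found in a minority of cells: 57 of 1320 DE cells and 40 of 1284 PE cells had a UMI, and 52 and 37 had at least 2. Free RNA in droplets would follow counting noise, with a variance near the mean, but after thinning the variance over the mean was 4.01 in DE and 5.40 in PE. Depth would give positive cells more UMIs, but their median UMIs over those of the other cells were 0.991 in DE and 0.944 in PE. The share of UMIs from other X genes was lower in positive cells, by a log2 ratio of −0.17 in DE, where autosomes ranged from −0.02 to 0.05, and of −0.16 in PE, where autosomes ranged from −0.03 to 0.03. In deep barcodes of 10% to 15% mitochondrial UMIs, which the filters left out, the log2 ratio was −0.20 in DE (10 positive cells) and −0.16 in PE (13 positive cells), again below each autosome, by a narrow margin in PE, where the lowest autosome was at −0.13. An inactive X chromosome in these cells is a candidate explanation. The groups name no biological difference between cells of 1 library.

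Among PE cells, 49 had at least 3 UMIs of CYP26A1. In these, PAX1 was higher, by a log2 ratio of 2.32 (1.97 to 2.66). The gene was picked from 17 scanned on these cells. DE cells left in the PE library could bring CYP26A1, but FGF17, LEFTY1, LEFTY2 and CER1 together had 3 UMIs in them, 0.111% of the number that their CYP26A1 would bring. Depth does not remove the difference: in cells thinned to 15000 UMIs, of which 33 were positive, the log2 ratio of PAX1 was 1.80 (1.06 to 2.46). Chance in the choice of the gene is argued against by 12 positive cells among the left-out deep barcodes, where it was 2.24 (1.25 to 3.11). Cell cycle phase is argued against by 11 positive cells scored in G1, where it was 2.86 (2.00 to 3.66), although phase scores depend on the mean profile. A weaker response to RA cannot be told apart, since the median log2 ratio of RARB, DHRS3, HOXB1, HOXB2 and CRABP2 in the left-out cells was −0.30 (−0.97 to 0.22), with HOXB1 at 0 UMIs and only a bound. In the 49 main cells, members moved both ways: the log2 ratio was −0.60 for RARB (−1.04 to −0.19), −1.70 for HOXB2 (−3.02 to −0.65) and 0.58 for DHRS3 (0.16 to 0.98). Intervals cover counting error of the sums, and not the spread between cells.

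ID1 and ID3, which BMP signals raise, were higher in PE although a BMP receptor inhibitor was present. The scaling between libraries does not remove the difference: over the other scalings, the lowest log2 ratio was 4.81 for ID1 and 3.44 for ID3. A subpopulation of PE cells could still carry them. After thinning, UMIs of both were seen in 99.8% of PE cells (99.3 to 100) and 10.8% of DE cells (9.21 to 12.6), and the 25th percentile of PE cells stood at 69.0% of their mean for ID1 and 61.0% for ID3. Free RNA of ID1 and ID3 was not measured, but genes of a minority of PE cells limit how far free RNA spread. XIST had 409 UMIs, yet only 40 of 1284 PE cells had one. CYP26A1 stood at 2.40 CPM in PE cells with under 3 of its UMIs, against 17.5 CPM over the library. Free RNA at such levels would not bring the 25th percentile to 69.0% or 61.0% of the mean. The level of CYP26A1 is partly set by the choice of cells with few of its UMIs, and free RNA may differ between genes. These values argue against a subpopulation as the only source of ID1 and ID3 only if their free RNA spread no further. As that was not measured, the question stays open. The stage, the culture and the library stay open, as 1 library per group does not part them. No biological explanation was tested.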
